A study of Mus musculus with 6 samples. Its data were reported in "Tet1 Regulates Astrocyte Development and Cognition of Mice Through Modulating GluA1" (2021).

How the data were processed

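5-Hydroxymethylcytosine (5hmC) is an oxidised form of methylated cytosine made by the Tet enzymes. It was profiled in Tet1 knockout (KO) and wild-type (WT) mice. Per the labels, the material was brain, whereas the text of the study describes cultured astrocytes, the star-shaped glial cells of the brain. 5hmC in genomic DNA was tagged with an azide-bearing glucose and biotin, and the tagged DNA was purified on an affinity support. The purified DNA was made into libraries in the manner used for chromatin immunoprecipitation and sequenced. The labels list 6 libraries, of which 4 are 5hmC libraries (2 KO and 2 WT) and 2 are inputs, that is, libraries of unenriched DNA.

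The authors deposited raw read counts, as whole numbers, for 1 shared list of 192196 genomic regions in the 4 5hmC libraries. The aligner, the software that defined the regions, the counting program, the removal of duplicate reads and the treatment of reads that match several places are not stated. Such reads can pile up in repeated sequence, and the choice of how to place them changes the counts of regions that have near-identical copies. The 2 input libraries were not analysed here. Coordinates are given as in the count table. Regions on 9 of the 22 chromosomes ended beyond the end of the same chromosome in GRCm38, so the table does not use GRCm38. The build was taken to be the earlier mm9, and no comparison with mm9 chromosome lengths was made. The only gene annotation at hand was for GRCm38, coordinates were not converted between builds, and regions were therefore not assigned to genes, exons or introns. Levels of 5hmC summed over Tet1 and over Gria1 to Gria4 were planned and are not reported here for that reason, and neither are the enrichment over input and the contrasts that use the input.

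Libraries were grouped by genotype, and sample numbers 1 and 2 were taken from the sample titles in the labels. Regions with low counts were removed with filterByExpr of edgeR at its default settings (minimum count of 10, minimum total count of 15), which left 176957 regions. Library sizes were scaled by the trimmed mean of M-values (TMM). KO was compared with WT by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with p-values adjusted by the Benjamini-Hochberg method over all tested regions and a threshold of 0.05. The fit had 2 residual degrees of freedom per region, and 1 when the sample number was entered as a block. In the fit with the block, edgeR estimated an infinite prior weight, so every region took its spread from the trend across regions. An exact permutation test of 2 against 2 libraries cannot give a two-sided p below 0.333, so single values were not tested in that way. Normalised read counts are counts scaled to the TMM-adjusted library size (CPM). The spread between a pair of libraries is given as the biological coefficient of variation (BCV), the square root of the negative binomial dispersion. Standard errors (SE) of log2 fold changes were derived from the quasi-likelihood test and are approximate. Each is the absolute log2 fold change divided by the square root of the test statistic (F). Confidence intervals of shares are Wilson intervals at 95%, and the floor of detection was set at 3 counts. Intervals and floors cover counting error only, because duplicate reads are not independent molecules.

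The test was checked on simulated counts for the 176957 regions, drawn with the measured means, library sizes and dispersions. Each region had the same dispersion in all libraries, and same-numbered libraries were drawn independently. With no simulated difference, 175248 regions passed the low-count filter, of which 0 passed at adjusted p under 0.05 and 4.81% had an unadjusted p under 0.05. Of 200 regions changed 4-fold, 27.5% were called, with 10 false calls among 65. Of 200 regions changed 16-fold, 98.5% were called, with 18 false calls among 215. The share of false calls in both runs was above the nominal 0.05. With the sample-number block, there were 0 calls with no difference, 14 false calls among 85 at 4-fold and 20 among 217 at 16-fold. With DESeq2, there were 0 calls with no difference, 14 false calls among 77 at 4-fold and 16 among 210 at 16-fold. For both, the share of false calls was above 0.05 at each of these fold changes.

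The regions named in the text were to be those with the largest changes in each direction among regions past the threshold with both KO libraries on the same side of both WT libraries. When fewer than 3 passed in a direction, the rule took the 3 of lowest unadjusted p in that direction. The second part applied. Alternatives fixed before the data were examined were DESeq2 1.42.0 with its own size factors, scaling by total counts, no low-count filter (at least 1 count), a minimum mean count of 20, the sample number as a block, a stricter adjusted p of 0.01, and leaving out each library in turn. Autosomes only, autosomes only with the block, and a test on counts pooled by genotype were added after the data were seen. Figures were drawn with matplotlib 3.10.9.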

Results

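To examine how loss of Tet1 alters the distribution of 5hmC, genome-wide 5hmC profiles of 2 KO and 2 WT libraries were compared. Read counts were given for 192196 regions on 22 chromosomes, with a median width of 435 bp and a range from 180 to 10674 bp. The total count was 17408262 for KO sample 1, 18906488 for KO sample 2, 16819455 for WT sample 1 and 19288900 for WT sample 2. The median count per region was 55, 39, 48 and 44 in the same order. A floor of 3 counts corresponded to 0.141 CPM in KO sample 1, 0.195 CPM in KO sample 2, 0.160 CPM in WT sample 1 and 0.174 CPM in WT sample 2.

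A few regions held a large part of the counts, and that part differed between sample numbers. The region of highest mean count, on chromosome 2 from 98506383 to 98507540 (coordinates as in the count table), took 8.52% of all counts in KO sample 1 (95% Wilson interval 8.50 to 8.53) and 27.3% in KO sample 2 (27.3 to 27.3). It took 13.1% in WT sample 1 (13.0 to 13.1). In WT sample 2 it held 4822620 counts, with an interval for its share from 24.98% to 25.02%. The 25 regions of highest mean count together took 11.5% of counts in KO sample 1, 36.5% in KO sample 2, 17.8% in WT sample 1 and 34.1% in WT sample 2. Both sample 2 libraries lay above both sample 1 libraries, and the genotypes overlapped. Outside these regions, the total was 15404196 for KO sample 1 and 11999098 for KO sample 2, against 13820561 for WT sample 1 and 12709516 for WT sample 2.

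**Figure D1:**
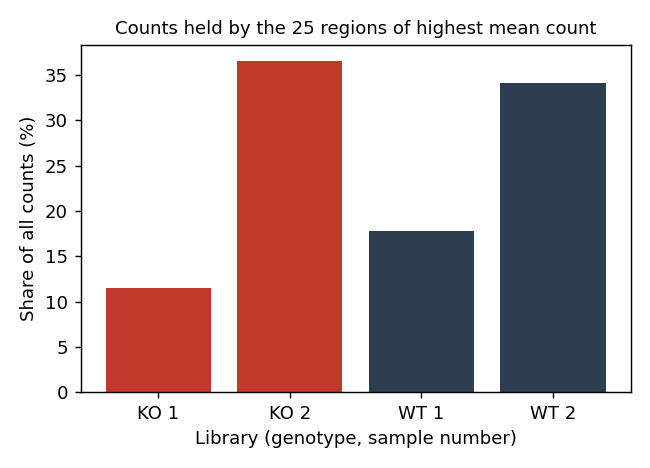
Share of all counts (%, y axis) held by the 25 regions of highest mean count in each library (x axis), with 1 bar per library. The sample 2 libraries stand at 36.5% (KO) and 34.1% (WT), above the sample 1 libraries at 11.5% (KO) and 17.8% (WT).

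Next, the agreement between libraries was measured over the 176957 regions that passed the low-count filter. Spearman's rho across regions, which are not independent replicates, was 0.857 between the WT libraries and 0.693 between the KO libraries. Between genotypes it ranged from 0.750 for KO sample 2 with WT sample 1 to 0.837 for KO sample 1 with WT sample 1. The BCV was 0.219 for the WT pair and 0.438 for the KO pair. It was 0.251 for KO sample 1 with WT sample 1 and 0.362 for KO sample 2 with WT sample 2. The KO libraries thus differed more from each other than either did from the WT library of the same sample number.

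To identify regions with altered 5hmC in KO, each region was tested between genotypes. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of 176957 regions passed at adjusted p under 0.05, with 0 higher and 0 lower in KO. At an unadjusted p under 0.05 there were 4976 regions, or 2.81% of those tested, below the 5% that uniform p-values would give. Of these, 2246 were lower and 2730 were higher in KO, so 45.1% were lower (95% Wilson interval 43.8 to 46.5). The interval treats regions as independent, which they are not, and leaves out the spread between libraries. The median log2 fold change over all tested regions was 0.02. Scaling removes a change common to all regions, so this median does not measure a global change. Libraries of the same sample number deviated together from their group means, with a correlation of 0.164 across tested regions and 0.264 across autosomal regions with a mean count of at least 100. With the sample number as a replicate block, 79 regions passed, of which 26 were higher and 53 were lower in KO, and the share lower among 6933 regions at unadjusted p under 0.05 rose to 54.3%. Of the 79 regions, 22 lay on chromosome Y, 17 on chromosome X and 40 on autosomes. The autosomal ones were 24 higher and 16 lower in KO. The choice that moved the count most was a test on counts pooled by genotype, which has no replicate error and gave 53041 regions.

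The log2 ratios of KO to WT were also set against each other between sample numbers. Across autosomal regions, the ratio in sample 1 and the ratio in sample 2 had a correlation of -0.018, and in regions with a mean count of at least 100 it was 0.033. Splitting the libraries by sample number instead of genotype gave 59 regions at adjusted p under 0.05 and 15029 at unadjusted p under 0.05 by the same edgeR test. The crossed split, KO sample 1 and WT sample 2 against the rest, gave 0 and 4556 regions.

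**Figure D2:**
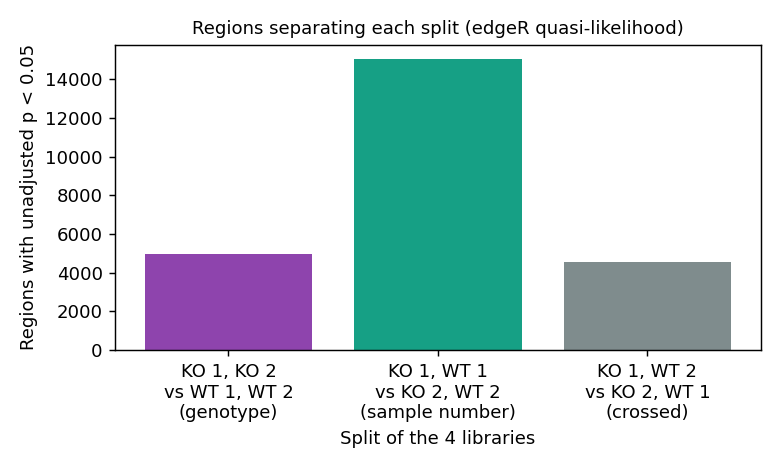
Number of regions with unadjusted p under 0.05 (y axis) for each of the 3 splits of the 4 libraries into pairs (x axis), with 1 bar per split. The split by genotype gave 4976 regions, the split by sample number 15029 and the crossed split 4556.

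The regions of lowest unadjusted p in each direction did not pass the adjusted threshold of edgeR without the block, but all 6 passed with it. On chromosome 6, the region from 114564499 to 114564775 had 9.20 ± 2.34 CPM in KO and 0.922 ± 0.0947 CPM in WT (mean ± SD, n = 2 each). Its log2 fold change was 3.31 with a standard error of 0.43, and its adjusted p by edgeR was 0.132, against 3.75e-09 with the block. Also higher in KO was a pair of nearby regions on chromosome 5. The first, from 123334556 to 123335064, had 5.48 ± 3.10 CPM in KO (SD, n = 2) and counts of 0 and 2 in the WT libraries, and was at least 31.4-fold higher in KO, with an adjusted p of 0.132 by edgeR. The other, from 123337125 to 123337784, had 2.77 ± 1.25 CPM in KO (SD, n = 2) and 0 counts in both WT libraries, and was at least 15.9-fold higher, with an adjusted p of 0.920 by edgeR. The region on chromosome X from 121307074 to 121307253 was lower in KO. It had counts of 21 and 0 in KO and 128 and 141 in WT, a log2 fold change of -3.80 ± 0.71 (SE) and an adjusted p of 1 by edgeR. It lies in a stretch of chromosome X whose counts followed those of chromosome Y, as given further on. The region on chromosome 15 from 16543050 to 16543634 had 1.06 ± 0.218 CPM in KO and 5.98 ± 1.74 CPM in WT (SD, n = 2 each), a log2 fold change of -2.47 ± 0.48 (SE). The region on chromosome 9 from 115060675 to 115060888 had 0.684 ± 0.691 CPM in KO and 6.05 ± 1.23 CPM in WT (SD, n = 2 each), a log2 fold change of -3.06 ± 0.60 (SE). Both had an adjusted p of 1 by edgeR. No gene annotation of this build was used here, so the position of these regions relative to genes is not given.

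**Figure D3:**
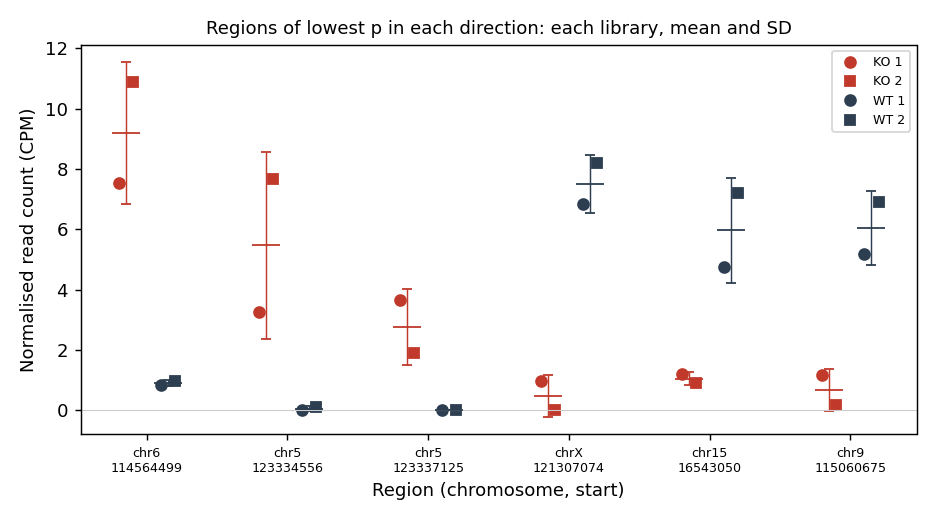
Normalised read count (CPM, y axis) of the 3 regions of lowest unadjusted p in each direction (x axis, chromosome and start). Circles are sample 1, squares are sample 2, horizontal bars are group means and whiskers are 1 SD (n = 2). In each region both KO libraries lie on the same side of both WT libraries.

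Chromosome Y and part of chromosome X were examined separately, and these sets were chosen after their values were seen. Over the 26 chromosome Y regions with a mean count of at least 20, summed counts were 1704 in KO sample 1, 22 in KO sample 2, 5257 in WT sample 1 and 4300 in WT sample 2. After scaling this was 79.9 CPM, 1.43 CPM, 281 CPM and 250 CPM. Relative to the WT mean, the log2 ratio was -1.73 in KO sample 1 and -7.54 in KO sample 2, so the KO libraries differed from each other by more than the WT libraries did. A stretch of chromosome X from 120114310 to 122712300, also with 26 such regions, had 47.7 CPM, 5.66 CPM, 145 CPM and 149 CPM in the same order. Over the other 1766 tested regions of chromosome X, short of its far end, the median log2 ratio to WT less that of autosomes was 0.10 in KO sample 1 and -0.11 in KO sample 2. The corresponding values for the WT libraries were 0.06 and -0.06.

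**Figure D4:**
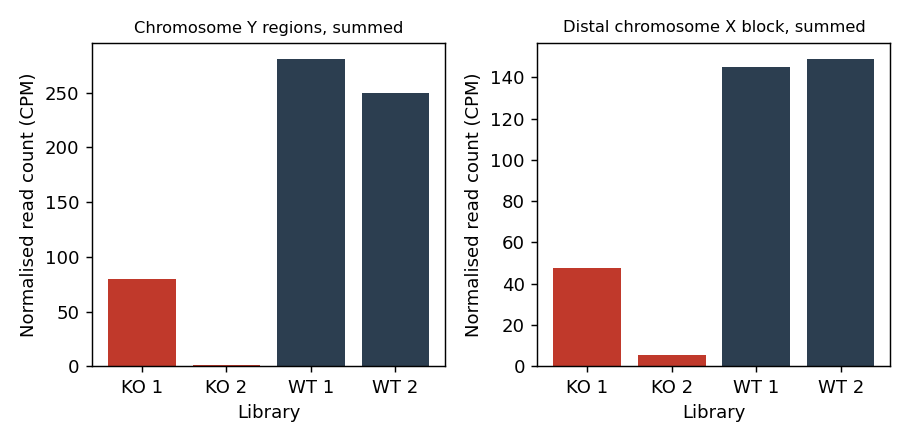
Normalised read count (CPM, y axes) summed over chromosome Y regions (left) and over a distal stretch of chromosome X (right), with 1 bar per library (x axes). KO sample 2 stands at 1.43 CPM and 5.66 CPM, and KO sample 1 at 79.9 CPM and 47.7 CPM, below both WT libraries in each panel.

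The study followed Gria1, which encodes the glutamate receptor subunit GluA1, as a gene with reduced 5hmC in KO. From its 5hmC sequencing it reported 3 loci on this gene that were enriched in WT and not in KO. PCR on enriched DNA was then reported to give lower enrichment in KO as well. The planned test used regions overlapping the intervals assigned to Gria1 that were measured by PCR. The build of those intervals is not stated. Taken in the build of the count table, 0 of the 3 intervals were overlapped by a region. The nearest regions on either side were therefore taken after the positions were seen. The region on chromosome 11 from 56814678 to 56815248, at a distance of 6109 bp, had 3.28 ± 1.06 CPM in KO and 2.25 ± 0.765 CPM in WT (SD, n = 2 each). Its log2 fold change was 0.55 ± 0.50 (SE), with an adjusted p of 1 by edgeR, so the difference was within the spread between replicates. The region on the other side, from 56837687 to 56837868, had counts of 5 and 0 in KO and 2 and 0 in WT, and did not pass the low-count filter. A change of 5hmC within the PCR intervals was not measurable from these counts.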

Values the study reported

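The study reported that the regions it found to differ in hydroxymethylation upon loss of Tet1 were linked to 9,547 genes.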

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

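The count of 0 regions at adjusted p under 0.05 stayed at 0 with total-count scaling, with a mean count of at least 20 and on autosomes only. The stricter adjusted p of 0.01 could not change it. Beside it, 4976 regions had an unadjusted p under 0.05. With DESeq2, 6 regions passed, 6 of them higher in KO, and 41.0% of regions at unadjusted p under 0.05 were lower. Without the low-count filter, 2 regions passed, both higher in KO, and the share lower was 46.7%. These are the regions on chromosome 6 from 114564499 to 114564775 and on chromosome 5 from 123334556 to 123335064. With total counts as the only scaling, the share lower was 39.5%. With the replicate block, 79 regions passed, 26 higher and 53 lower, and the share lower moved across 50% to 54.3%. The cause of these changes was not tested.

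Chosen after the data were seen, autosomes only with the replicate block gave 28 regions, 16 higher and 12 lower, and a share lower of 53.8%, which also reversed the direction. The share therefore supports no direction of change in KO. Counts pooled by genotype, tested by an exact binomial test, gave 53041 regions, 27811 higher and 25230 lower, with a share lower of 47.5%. All 6 DESeq2 regions and both regions found without the filter were among the 79 of the replicate block.

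In the 6 named regions both KO libraries lie on the same side of both WT libraries, so leaving out a library could not reverse the sign. Of the 24 log2 fold changes that left out a library, 17 moved by less than the spread between replicates and 7 by more. Among the 7, the chromosome X region went from -3.8 to -10.01 and the chromosome 9 region from -3.06 to -4.9, each without KO sample 1. The chromosome 5 region from 123334556 to 123335064 went from 6.44 to 9.66 without WT sample 2 and to 5.47 without WT sample 1. For -10.01 and 9.66, the library left in that genotype had 0 counts, so the sizes of these values are not measured. For -4.9 and 5.47 it had 3 and 2 counts, at or below the floor of detection. All 24 are values with no test, since a genotype is left with 1 library. Under DESeq2, total-count scaling and the replicate block, 9 of 18 values passed the threshold that edgeR without the block had not passed, and 9 stayed on the same side.

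Alternatives that need the inputs (the input-adjusted contrast, the limit to regions above the input, and the enrichment over input) were not run, because the input libraries were not analysed here. Alternatives for the sums over Gria1 and Tet1 were not run, because no annotation of the build was used. The sign of called regions without each library was not given, because 0 regions were called. In simulated counts with 200 changed regions, 27.5% of regions changed 4-fold were called and 98.5% of those changed 16-fold. Both genotypes were given the same spread, and same-numbered libraries were drawn independently, unlike in the data. The recovery therefore need not hold for the data, or where many more regions change. Depth was not varied in these simulations, so its share in the low recovery at 4-fold was not tested.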

Other observations

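Tests on the thinned counts, on regions of high count, on the counts without the top regions, on simulated pooled counts and on density were fixed before their results were seen. The rank correlation at equal depth was added last, when the other results were known. The tests on splits, chromosome Y, chromosome X, the correlation of ratios and chromosome 10 were chosen after.

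The number of regions past the adjusted threshold here was 0, with 4976 at unadjusted p under 0.05, and it was 79 with the replicate block and 6 with DESeq2. Each is lower than the value quoted from the study above, which counts genes and not regions.

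The split by sample number gave 15029 regions at unadjusted p under 0.05, more than the 4976 of the genotype split. Whether the excess of the sample-number split is chance was not tested, since no other split keeps same-numbered libraries together. For the genotype split, 1 of the 2 splits that part both same-numbered pairs gave as many regions, itself included, and the crossed split gave 4556. That number of splits is too small to exclude chance. Without the 25 regions of highest mean count, the sample-number split gave 14971 regions and the genotype split 4959. At adjusted p under 0.05, the sample-number split fell from 59 to 32 regions on this removal. At unadjusted p, the excess of the sample-number split thus remained without these regions. Taking out so few regions could hardly change that number, so this does not decide whether they are its source. The fall at adjusted p leaves the question open as well. TMM scaling already discounts such regions, so the removal could hardly change the scaling. Whether a cause shared by these regions and the others lies behind the split was not tested. The labels give no batch, and whether the sample number follows one is not known. No biological explanation was tested.

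The KO libraries differed more from each other (BCV 0.438) than the WT libraries did (0.219). In the 11187 regions with a mean count of at least 200, the KO pair stood at 0.279 and the WT pair at 0.112. The noise of low-count regions alone therefore does not account for the gap. After every library was thinned to the depth of the shallowest outside the top regions, the KO pair stood at 0.435 and the WT pair at 0.215. The BCV leaves out counting error, so thinning could hardly move it and this shows little about depth. Spearman's rho does vary with depth, and in the thinned counts it was 0.687 for the KO pair and 0.852 for the WT pair across 176034 regions. The gap in rho thus remained at equal counted depth. The number of distinct DNA molecules behind the counts is not known and was not tested. A difference in preparation between the KO libraries was not tested.

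Counts pooled by genotype gave 53041 regions, while the replicated test gave 0, with 4976 at unadjusted p under 0.05. In simulated libraries with the measured spread and no genotype difference, the pooled test gave 67002 regions. A spread between replicates that the pooled test leaves out is therefore a candidate explanation for its calls. A genotype difference shared by both sample numbers would tend to give a positive correlation of their KO to WT ratios, and it was -0.018 across autosomal regions. In regions with a mean count of at least 100 it was 0.033. The ratios of the sample numbers also ran in opposite directions with count density, as given further on, which would lower the correlation. These values therefore do not exclude a shared difference. Of the pooled calls, 67.6% had both KO libraries on the same side of both WT libraries, against 30.9% of all tested regions and 33.3% by chance. Pooled calls are selected for such order.

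Over the 26 chromosome Y regions with a mean count of at least 20, KO sample 2 had 22 counts, where 4083 would be found at the WT level. Over all chromosome Y regions it had 46 counts, against 5353 and 4420 in WT, so low depth does not account for it. A library from female mice, or from a mix of males and females, might lack Y counts. It would then be predicted to have more counts on chromosome X, and the median log2 ratio to WT over X regions less that of autosomes was -0.11. This went against the prediction for KO sample 2, but it lay near the -0.06 of WT sample 2. In KO sample 1 the value was 0.10, in the predicted direction but near the 0.06 of WT sample 1. It is not known whether 5hmC on both X copies of a female is recovered alike. KO sample 1 stood between KO sample 2 and WT on chromosome Y. The labels do not give the sex of the mice, and a mislabelled or mixed sample was not tested. No biological explanation was tested.

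The stretch of distal chromosome X with low counts in KO had a log2 ratio to WT of -1.62 in KO sample 1, beside -1.73 on chromosome Y. In KO sample 2 the ratios were further apart, -4.70 in the stretch and -7.54 on chromosome Y. Reads from copies on chromosome Y placed on chromosome X might give part of this. The stretch was picked because its counts resembled those of chromosome Y, so the likeness is not an independent test, and a loss of 5hmC in KO cannot be told apart from it. Of the 79 regions called with the replicate block, 15 lay in this stretch and 22 on chromosome Y, and these bear on the presence of Y sequence as well as on genotype. Some called autosomal regions also had KO sample 2 lowest and KO sample 1 between it and WT. The named chromosome 9 region had 1.17 CPM in KO sample 1, 0.195 CPM in KO sample 2 and 5.18 and 6.92 CPM in WT. In others KO sample 2 was the higher KO library, as on chromosome 15 from 25475744 to 25476476 (6.31 against 3.47 CPM). Whether the autosomal calls follow Y sequence was not tested.

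At the far end of chromosome X, 15 of 35 regions had an unadjusted p under 0.05, and 13 of these were higher in KO. The region from 166415645 to 166419340, chosen after its values were seen, had 121 ± 10.1 CPM in KO and 32.0 ± 16 CPM in WT (SD, n = 2 each). Its adjusted p was 1 by edgeR, 1.12e-08 by edgeR with the replicate block and 3.94e-04 by DESeq2.

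Regions with unadjusted p under 0.05 gathered in 11 of 1215 autosomal bins of 2 Mb at an adjusted binomial p under 0.05. That test treats neighbouring regions as independent. On chromosome 11, the bin from 2000001 to 4000000 had 19 such regions of 142, against 2.77% over all autosomes. Knockout mice may keep DNA of the donor strain around the targeted gene, and Tet1 lies on chromosome 10. The smallest adjusted p of a bin on chromosome 10 by the binomial test was 0.558, so no such gathering was found there. The bins used p-values of edgeR without the replicate block, and bins were not tested with it. With the block, the chromosome 10 region from 59471989 to 59472930 passed, with an adjusted p of 0.0136 by edgeR. Its distance from Tet1 was not measured. Strain differences elsewhere in the genome were not tested.

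If 5hmC fell in KO while background reads did not, the regions densest in counts would be lower in both sample numbers. In the densest of 10 equal groups of autosomal regions, the median log2 ratio of KO to WT was -0.17 in sample 1 and 0.12 in sample 2. The sparsest group moved the other way, 0.17 in sample 1 and -0.36 in sample 2. The sign differed between sample numbers, so the prediction was not met. Scaling to the library total removes any change common to all regions, so a global loss of 5hmC cannot be seen in these counts.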
